A study of Mus musculus with 4 samples. Its data were reported in "A Large Gene Network in Immature Erythroid Cells Is Controlled by the Myeloid and B Cell Transcriptional Regulator PU.1" (2011).

How the data were processed

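RNA of 4 cultures was measured on Affymetrix Mouse Gene 1.0 ST arrays, 2 of MEL cells and 2 of ES-EP cells, 1 array per culture. Per the labels, the authors normalized the arrays by RMA in GeneSpring GX, a method that corrects background, equalizes distributions and summarizes the probes of each transcript cluster. The distributions of the deposited values were still not equal, with medians of 5.68 and 5.67 in MEL and 5.81 and 5.84 in ES-EP. The deposited values are log2 signals per the labels and the study's methods, from about 2 to 14. They come as 1 column per array, not averaged, whereas the study averaged replicates to compute fold changes. No detection calls were used here. Every array held values for all 35557 probe sets, and the precision is limited by the number of arrays.

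A probe set was given a gene name where the array's gene table paired it with a single symbol (21789 probe sets). Probe sets with several symbols (1621) and those unnamed here (12147) were left out of gene tests, among them those of the major adult globins. Of the named probe sets, 21698 matched a current gene by Entrez number. For each of the 19938 genes the probe set with the highest mean over all 4 arrays was used. Of 999 genes with several probe sets 640 were called, 37 of them with another probe set called in the opposite direction. Chromosome membership and gene order came from the GRCm38.p6 gene table, and no coordinates are given.

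The difference was MEL minus ES-EP on the log2 scale, tested two-sided with limma 3.58.1 (R 4.3.3; lmFit and eBayes, no block, 2 residual and 8.20 prior degrees of freedom) and adjusted by Benjamini-Hochberg at 0.05 over all genes. A gene was counted as 2-fold where it was called and differed by at least 1 on the log2 scale, and the study's rule of a 2-fold difference of means without a test was counted beside it. An exact permutation of 2 against 2 arrays has 3 splits and cannot give a p below 0.333, so limma's adjusted p was used throughout. ± is the SD of 2 cultures or, where stated, the SE of a difference.

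Before the data were examined, 39 lists were fixed, with 730 entries, of which 662 were measured (635 distinct genes). They covered regulators named by the study, erythroid and ETS factors, globins, heme, iron, membrane and late red cell genes, receptors, signaling, growth, metabolism, immune, chromatin, imprinted and developmental genes, sex-linked genes, and markers of other cell types. The 36 lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, by ranks and with fry, which tests only whether members move one way. The correlation was estimated from 2 residual degrees of freedom. In simulated data that form called neither of 2 lists that had been moved. A list it leaves uncalled therefore cannot be taken as unshifted. Named genes were the 12 largest called differences in each direction (skipping clone names and receptor segment genes), the 9 regulators, up to 4 called members per list with the largest differences, and Gata1 first.

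After the data were examined, the olfactory level was added, which is the 95th percentile of 1027 olfactory receptor genes (5.33 over all arrays, 5.19 in MEL and 5.56 in ES-EP). Also added then were cyclic loess, the comparisons of chromosomes and of blocks of 40 neighboring genes, and the 6 mast cell transcripts. Chromosome medians were set against 10000 random gene sets of the same size, and block medians against 1000 shuffles of gene order, with the middle 95% as the range. Alternatives fixed beforehand were quantile normalization, median centring, filters at the median and the 25th percentile of mean signal, the mean of a gene's probe sets, all probe sets, a replicate block, eBayes with a trend and robust, Holm's adjustment, a test against a 1.2-fold difference, and leaving out each replicate. The spread that changes of the correlation were judged by, the SD over the 4 pairs of 1 MEL and 1 ES-EP array, was chosen after its values were seen. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

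The steps were tested on simulated data. With 200 of 19938 genes changed, 65.7% of 67 genes were recovered at a log2 difference of 0.5, 100% of 67 at 1 and 100% of 66 at 2, and 16 of 19738 unchanged genes were called. In the real arrays 12718 genes were called, among them 502 of 1027 olfactory receptor genes. The rate of false calls in the simulation therefore does not carry over to them. With 2 of 36 lists moved by 0.6, camera called those 2 and 0 others at the preset correlation, and neither with an estimated correlation. With chromosome 3 moved by 0.3, it lay outside the permuted range in both forms of the simulation. Of the 19 unmoved chromosomes 0 lay outside it when real differences were shuffled over positions, and 4 did in arrays of noise alone, against 2 of the same 19 with no chromosome moved, so chromosomes just outside the range are not certain. The first of these forms was added after the noise form had been seen.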

Results

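Gene expression was measured in 2 kinds of proliferating mouse erythroid cells. MEL cells are a murine erythroleukemia line of malignant red cell precursors arrested before terminal differentiation, here stably carrying Gata-1 fused to the estrogen receptor (ER). ES-EP are untransformed erythroid progenitors derived from embryonic stem cells and kept dividing in serum-free medium with erythropoietin, IGF-1, dexamethasone and stem cell factor. MEL cells grew in serum with puromycin, so cell type and medium changed together. Each group held 2 arrays, A and B, from duplicate cultures, and each array gave log2 signals for 35557 probe sets. Array medians over these probe sets were 5.68 and 5.67 in MEL and 5.81 and 5.84 in ES-EP. Across the 19938 genes with a name of their own, the 2 MEL arrays correlated at r = 0.998 and so did the ES-EP arrays (genes are not independent replicates). The number of arrays limits the precision, and p-values measure only the spread between cultures of these lines.

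The first question was how far the transcriptomes of normal and leukemic erythroid cells differ as a whole. Most genes lay close together, but 1993 genes (15.7% of those called different) differed by 2-fold or more, of which 1141 were higher in MEL and 852 in ES-EP. This split was 1408 and 664 with median centring, 1359 and 687 with cyclic loess, and 1516 and 1619 over all probe sets, named or not. Many of the 2-fold genes were near background in 1 cell type. Of the 1141 genes, 479 had an ES-EP signal no higher than 95% of olfactory receptor genes, the receptors of nasal sensory neurons, and 281 of the 852 had such a signal in MEL. Among genes with a name, the widest gaps were those of the transporter Abcb1a (11.89 ± 0.06 in MEL against 4.79 ± 0.15 in ES-EP, log2 mean ± SD, n = 2) and the high-affinity IgE receptor β chain Ms4a2 (11.05 ± 0.13 in ES-EP against 3.95 ± 0.18 in MEL). The lower signal of each lay below the olfactory level, so the sizes of these gaps rest on background. Group means correlated at r = 0.940 over all genes (rho = 0.938), and at r = 0.867 over the 12655 genes above the olfactory level, a level chosen after the data were examined.

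At an adjusted p of 0.05 (limma, Benjamini-Hochberg), 12718 of the 19938 genes differed, 4096 higher and 8622 lower in MEL. The rule of a 2-fold difference of means without a test gave the same 1993 genes. Most of the excess of lower calls came from weak signals. At or below the olfactory level, 87.4% of 4017 called genes were lower in MEL, against 58.7% of 8701 above it, and the 1027 olfactory receptor genes themselves had a median difference of -0.20. Of these receptor genes 502 were called, 461 of them lower in MEL. After the 3 rescalings named next, 377, 376 and 375 were still called. A call alone therefore does not show a difference in expression. Rescaling by quantiles, array medians or cyclic loess moved the median of all genes from -0.15 to -0.03, -0.01 and -0.00, and the split of calls to 5344 higher and 5974 lower, 5757 and 5644, and 5676 and 5460. Differences under 2-fold of genes at or below the olfactory level in both cell types are therefore given below as values, with no direction for the single gene, while counts of called genes include them. A fold whose lower signal lay at or below the olfactory level of its cell type is marked as against background, because its size rests on background and is not exact. Some lower signals lay just above that level, such as Kit and Klf9 in MEL (5.28 and 5.25, level 5.19). Bcl2 and Ksr1 in ES-EP did so too (5.63 and 5.64, level 5.56). Such folds are unmarked, but their sizes are not exact either. Camera, which compares a list with all other genes, was used for lists. Under a test against a 1.2-fold difference 6391 genes were called, and under Holm's adjustment 2837. Of the 171 called genes named by the rules above, 10 and 41 lost their call there. Among the regulators below these were Cdk6 and Elf1 in both and Klf1 and Gfi1b under Holm's adjustment. The mast cell transcripts added later are not all among the 171.

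**Figure D1:**
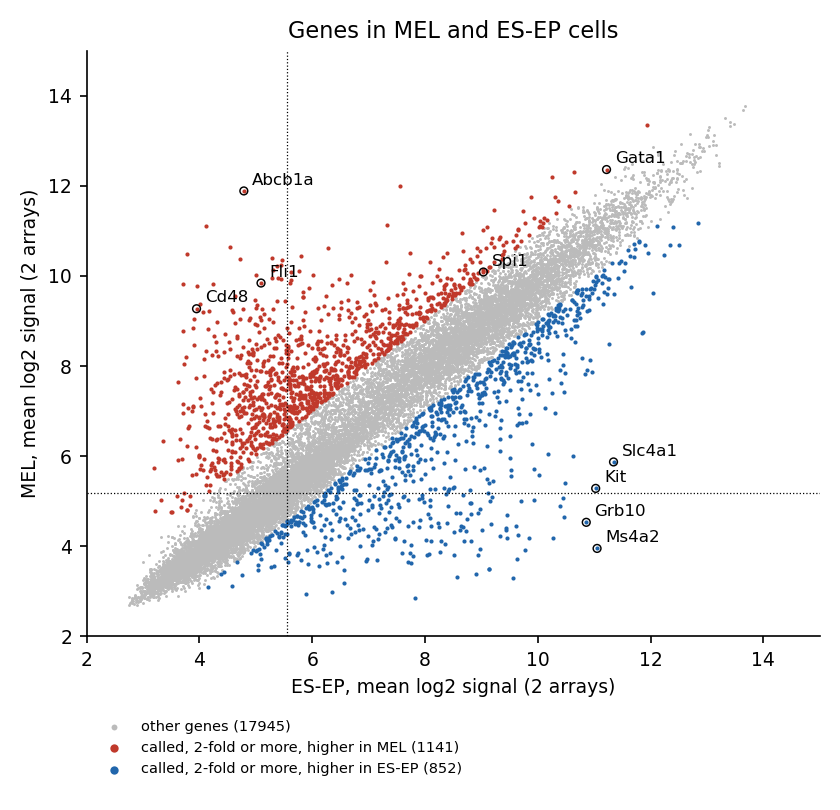
Each point is 1 gene, placed at its mean log2 signal over 2 ES-EP arrays (x) and 2 MEL arrays (y). Dotted lines mark the 95th percentile of olfactory receptor genes in each cell type. Colored points are the 1141 genes at least 2-fold higher in MEL and the 852 at least 2-fold higher in ES-EP.

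Regulators named by the study were compared next, Gata1 first because the MEL line carries its fusion. Gata1, the master factor of red cell genes (probe set 10603417), was 2.21-fold higher in MEL (12.36 ± 0.03 against 11.22 ± 0.10, log2 mean ± SD, n = 2). The probe set may read the transgene along with the cell's own gene. The medium the study describes for these cells lists no estrogen, and whether the fusion was active was not tested. Spi1, which encodes PU.1 and is also written Sfpi1, was 2.08-fold higher in MEL (10.09 ± 0.00 against 9.04 ± 0.14). Fli1, an ETS factor of megakaryocytes and of virus-induced erythroleukemia, was 26.9-fold higher in MEL (9.84 ± 0.02), against background, as it lay below the olfactory level in ES-EP (5.09 ± 0.10). Cdk6, a G1 kinase, was 1.31-fold higher in MEL. The erythroid factors Klf1 and Gfi1b were 1.57-fold and 1.6-fold higher in ES-EP. Myb (-0.12 ± 0.08, SE, adjusted p = 0.221) and the erythropoietin receptor Epor (-0.04 ± 0.08, adjusted p = 0.687) did not pass the limma test. The ETS factor Elf1 passed it narrowly (1.16-fold higher in MEL, adjusted p = 0.036). It no longer did without MEL replicate A (adjusted p = 0.145), MEL replicate B (0.103) or ES-EP replicate A (0.140), nor over all probe sets (0.0771), in a range of 0.0026 to 0.145 over the unblocked alternatives with this test and adjustment. As a list the 9 regulators were not called (camera, adjusted p = 0.115), and since the study chose them, they are not independent evidence of a direction.

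**Figure D2:**
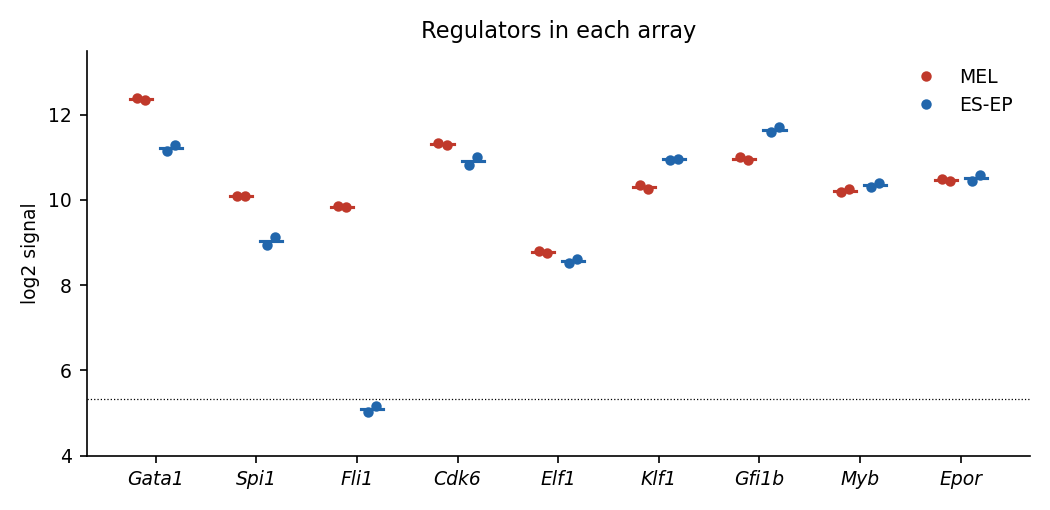
Log2 signal of the 9 regulators in each array, with MEL in red and ES-EP in blue. Each point is 1 array, each bar the mean of 2, and the dotted line is the 95th percentile of olfactory receptor genes. Fli1 stood at 9.84 in MEL and 5.09 in ES-EP.

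Among ETS family factors, which share a DNA-binding domain with PU.1, 11 of 20 measured members were higher in MEL and 2 lower (camera, adjusted p = 0.0042, or 0.825 as an adjusted p with an estimated correlation). Elk3 and Etv6 were 2.61-fold and 2.22-fold higher in MEL beside Fli1, while Erg was 2.17-fold higher in ES-EP (against background). Of 19 erythroid transcription factors, 13 were lower in MEL and 4 higher, but the list was not called (adjusted p = 0.259). E2f2, a cell cycle factor of late erythroblasts, was 2.48-fold higher in ES-EP, Sox6 2.03-fold and Klf3 1.99-fold.

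Of 12 measured genes of heme synthesis, 11 were lower and 1 higher in MEL (median -1.12, camera adjusted p = 0.0024, or 0.825 with an estimated correlation). Alas2, the erythroid enzyme of the first step, was 8.69-fold higher in ES-EP (11.87 ± 0.04 against 8.75 ± 0.04). Alad, the mitochondrial transporter Abcb10 and Fech, which inserts the iron, were 3.16-fold, 2.94-fold and 2.92-fold higher in ES-EP. Red cell membrane genes went both ways, 11 of 17 lower and 4 higher in MEL (adjusted p = 0.165). Slc4a1, the anion exchanger band 3, was 44.3-fold higher in ES-EP and Epb42 9.32-fold, whereas Add2 was 4.71-fold higher in MEL. Tmod1 was 6.17-fold higher in MEL by its brighter probe set, and its other probe set was not called (-0.12, adjusted p = 0.255). Of 16 late red cell enzymes and clearance genes, 13 were lower and 2 higher in MEL (adjusted p = 0.0756). Bpgm, which makes 2,3-bisphosphoglycerate, was 6.18-fold and Ube2o 3.33-fold higher in ES-EP, while the carbonic anhydrase Car1 was 2.63-fold and Trim10 9.37-fold higher in MEL (Trim10 against background). The late enzyme list was called under each of 3 rescalings (adjusted p = 0.0135 with quantile normalization, 0.0209 with median centring and 0.0072 with cyclic loess, in a range of 0.0072 to 0.0813 over the unblocked alternatives with this test). It was also called at or above the median mean signal (0.0287), over all probe sets (0.0188) and by rank-based camera (0.0227). With an estimated correlation, where no list was called, its adjusted p was 0.825.

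Of 13 genes of iron uptake and storage, 8 were lower and 1 higher in MEL (adjusted p = 0.141). The mitochondrial iron importer Slc25a37 was 2.31-fold, the transferrin receptor Tfrc 1.72-fold and the ferritin subunits Ftl1 and Fth1 1.73-fold and 1.70-fold higher in ES-EP. Of the adult globin list, 2 genes were measured by probe sets of their own, Hbq1a and Hbq1b (3.96-fold, against background, and 2.28-fold higher in ES-EP). The major adult globins share probe sets and were not used here. Of 4 embryonic globins, Hbb-bh1 and Hba-x were 5.33-fold (against background) and 2.01-fold higher in ES-EP. Hbb-bh2 and Hbb-y lay below the olfactory level in both cell types, with differences of -0.67 and -0.59.

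The receptors through which the ES-EP medium acts differed unequally. Kit, the receptor of stem cell factor, was 53.5-fold higher in ES-EP (11.03 ± 0.09 against 5.28 ± 0.07). Insr and Igf1r were 4.25-fold and 1.6-fold higher in MEL. Nr3c1, the glucocorticoid receptor, was 1.29-fold higher in ES-EP, which grew with dexamethasone. The list of 5 receptors was not called (adjusted p = 0.742). Of 20 genes that glucocorticoids induce in many tissues, 15 were lower in MEL and 1 higher (median -0.68, adjusted p = 0.0082, or 0.825 with an estimated correlation). Klf9 was 11.6-fold, Tsc22d3 (encoding GILZ) 3.69-fold and Dusp1 2.50-fold higher in ES-EP. Errfi1 was 2.26-fold higher in MEL.

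Signaling genes showed several strong single differences. In the ERK/MAPK list 15 of 28 members were higher and 9 lower in MEL (adjusted p = 0.0151, or 0.825 with an estimated correlation). The Rap activator Rasgrp2 was 11.7-fold, the scaffold Ksr1 4.46-fold and the ERK phosphatase Dusp6 2.74-fold higher in MEL, and the pathway inhibitor Spry2 3.27-fold higher in ES-EP (Rasgrp2, Dusp6 and Spry2 against background). This call ended under each rescaling (adjusted p = 0.0623 with quantile normalization, 0.0685 with median centring, 0.0713 with cyclic loess, in a range of 0.0071 to 0.0713 over the unblocked alternatives with this test), and by rank-based camera (0.11). The median of the list was 0.41 before and 0.41, 0.56 and 0.48 after these rescalings. That of all genes was -0.15 before and -0.03, -0.01 and -0.00 after. The gap between them narrowed with quantile normalization and cyclic loess but not with median centring. The end of the call thus does not show that the shift was removed, and its cause was not tested. Among 27 PI3K/Akt genes 9 were higher and 8 lower in MEL (adjusted p = 0.16), with Akt1 2.73-fold and Foxo1 3.20-fold higher in MEL and the adaptors Gab2 and Gab1 5.23-fold and 2.62-fold higher in ES-EP. Among 22 Jak/Stat genes 8 were higher and 9 lower (adjusted p = 0.811). Osm, Cish and Stat2, of which the first 2 are Stat5 targets, were 5.27-fold, 3.50-fold and 2.36-fold higher in ES-EP. Bcl2l1, the survival factor of erythroblasts and a member of this list and of the apoptosis list, was 3.90-fold higher in ES-EP, whereas Bcl2 was 22.0-fold higher in MEL. Of 18 apoptosis regulators 6 were higher and 4 lower in MEL (adjusted p = 0.111), and Pmaip1 (NOXA) was 4.59-fold higher in MEL (against background) and Bbc3 (PUMA) 2.67-fold higher in ES-EP. Of 20 p53 target genes 14 were lower and 4 higher (adjusted p = 0.17), with Gadd45a 7.01-fold and Perp 3.98-fold higher in ES-EP and Tnfrsf10b 4.11-fold higher in MEL (against background).

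Both cultures were proliferating. DNA replication genes were lower in MEL in 19 of 28 cases and higher in 2 (median -0.48, adjusted p = 0.0298, or 0.825 with an estimated correlation). The licensing factor Cdt1 was 2.50-fold, Rfc4 2.02-fold, Rrm2 1.94-fold and Gins1 1.91-fold higher in ES-EP. Mitotic genes did not share this direction. Of 19, 7 were higher and 4 lower in MEL (adjusted p = 0.165), with Aurka 1.58-fold, Bub1 1.53-fold and Plk1 1.5-fold higher in MEL and Nusap1 1.47-fold higher in ES-EP. Of 22 G1 regulators 13 were lower and 4 higher in MEL (adjusted p = 0.293). The inhibitor Cdkn2b was 4.64-fold, the pocket proteins Rbl2 and Rb1 2.61-fold and 2.08-fold higher in ES-EP. Ribosome biogenesis genes were called in both directions (4 higher and 6 lower of 22, adjusted p = 0.613), Nop56, Polr1b and Rrp12 being 1.6-fold, 1.55-fold and 1.41-fold higher in ES-EP and Fbl 1.36-fold higher in MEL.

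Of the 4 metabolic lists, 2 were called, in opposite directions. Glycolysis genes were higher in MEL in 13 of 17 cases with none lower (median 0.68, adjusted p = 1.1e-06, or 0.825 with an estimated correlation). Eno2 was 9.84-fold (against background), the hexokinase Hk2 4.33-fold, Pfkl 3.96-fold and the glucose transporter Slc2a3 3.64-fold higher in MEL. Cholesterol synthesis genes were lower in MEL in 18 of 20 cases with none higher (median -0.99, adjusted p = 3.7e-05, or 0.825 with an estimated correlation). Msmo1, Tm7sf2, Hsd17b7 and Fdft1 were 3.53-fold, 3.53-fold, 3.48-fold and 3.42-fold higher in ES-EP. Oxidative phosphorylation genes were called in 12 of 26 cases, 5 higher and 7 lower in MEL (adjusted p = 0.589), with Ndufb3 1.67-fold, Sdha 1.62-fold and Ndufs1 and Ndufb5 1.54-fold higher in MEL. In the amino acid and unfolded protein response list 7 of 22 were higher and 12 lower (adjusted p = 0.617). Xbp1, Phgdh and Hspa5 were 2.49-fold, 1.83-fold and 1.81-fold higher in MEL and Dnajb9 2.37-fold higher in ES-EP.

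**Figure D3:**
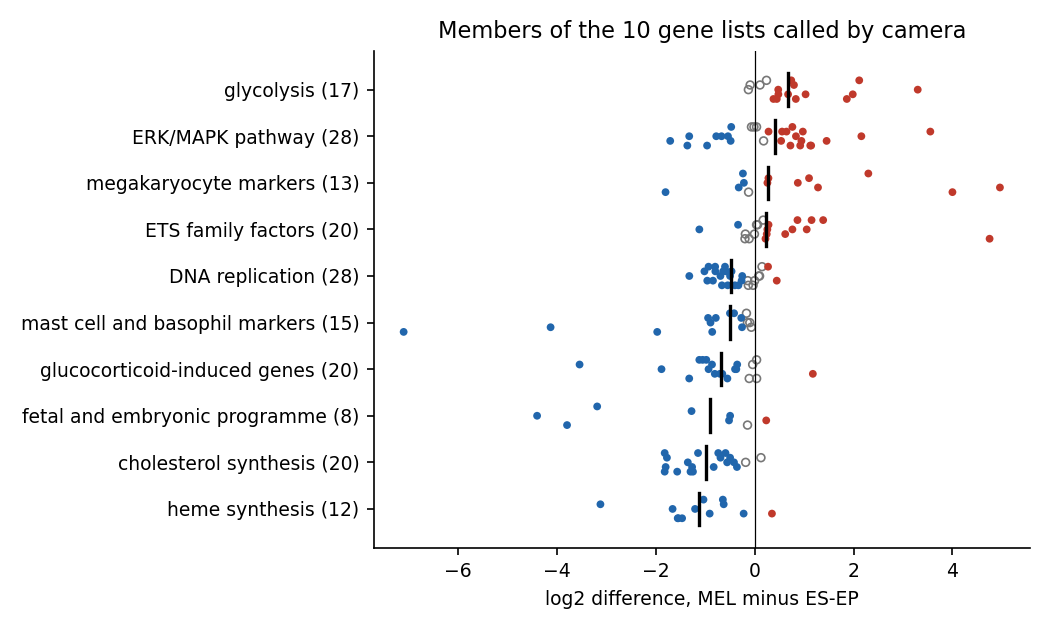
Log2 difference (MEL minus ES-EP) of each measured member of the 10 lists called by camera, with the number of members in parentheses. Filled points passed the limma test, higher in MEL in red and lower in blue, open points did not, and black bars are medians. Medians ran from -1.12 for heme synthesis to 0.68 for glycolysis.

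Immune, chromatin and developmental genes followed. Of 22 interferon-stimulated genes 6 were higher and 9 lower in MEL (adjusted p = 0.722), with Ifitm3 25.2-fold (against background) and Ifih1 9.15-fold higher in MEL and Irgm1 and Ifi35 2.87-fold and 2.58-fold higher in ES-EP. Genes of MHC class I presentation split 5 to 5 among 11 (adjusted p = 0.141), but Psmb8 was 14-fold, Tap1 4.47-fold, H2-M3 2.16-fold and Tap2 1.55-fold higher in MEL (Psmb8 and H2-M3 against background). Of 20 chromatin and DNA methylation factors 9 were higher and 8 lower in MEL (adjusted p = 0.199). The DNA methyltransferases Dnmt3a and Dnmt3b and the dioxygenase Tet2 were 2.31-fold, 2.19-fold and 2.19-fold higher in MEL, and the Polycomb enzyme Ezh2 2.23-fold higher in ES-EP. Of 18 imprinted genes 10 were lower and 2 higher in MEL (adjusted p = 0.131). Grb10 was 80.3-fold, and the neighbors Peg10 and Sgce 41.7-fold and 10.1-fold, higher in ES-EP, all 3 against background. Impact was 2.16-fold higher in MEL. The fetal and embryonic programme was lower in MEL in 6 of 8 genes and higher in 1 (median -0.90, adjusted p = 0.0158, or 0.825 with an estimated correlation). Lin28b was 21.1-fold, the RNA-binding proteins Igf2bp3 and Igf2bp1 13.9-fold and 9.09-fold and Hmga2 2.42-fold higher in ES-EP (all but Hmga2 against background). The fold of Igf2bp1 is that of its brighter probe set, and its dim second probe set gave -0.96. Of the 18 pluripotency genes of embryonic stem cells 13 were lower in MEL and 0 higher (median -0.31), but they were not called as a list (adjusted p = 0.141). No called member reached 2-fold, and 8 of the 18 lay above the olfactory level. Lin28a and Sall4 were 1.43-fold and 1.41-fold higher in ES-EP, and Esrrb and Tdgf1, at or below that level in both cell types, gave -0.74 and -0.61.

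Of 20 stem and early progenitor markers 8 were higher and 10 lower in MEL (adjusted p = 0.589), with Cd48 40.1-fold, Meis1 21.1-fold and Slamf1 7.23-fold higher in MEL, all 3 against background, and Kit 53.5-fold higher in ES-EP. Megakaryocyte markers were higher in MEL in 8 of 13 cases and lower in 4 (median 0.28, adjusted p = 0.0082, or 0.825 with an estimated correlation). Pf4 was 31.2-fold, Cd9 16.0-fold and Itga2b 4.92-fold higher in MEL (Pf4 and Cd9 against background), and Itgb3 3.49-fold higher in ES-EP. Over genes above the olfactory level alone this call ended (adjusted p = 0.0588, the highest of a range that began at 0.0067 over the unblocked alternatives with this test). The median of the list stayed at 0.28 there, while that of all genes tested rose from -0.15 to -0.10. The gap narrowed, but the end of the call does not show that the shift was removed. Mast cell and basophil markers were lower in MEL in 11 of 15 cases with none higher (median -0.50, adjusted p = 0.0042, or 0.825 with an estimated correlation). Ms4a2, Mcpt1 and Hdc were 137-fold, 17.5-fold and 3.92-fold higher in ES-EP (Ms4a2 and Mcpt1 against background), and Mcpt8, below the olfactory level in both, gave -0.94. Of the 15 genes 7 lay above that level. Of 29 myeloid markers 8 were higher and 11 lower (adjusted p = 0.303), with the phosphatase Ptprc (CD45) 8.84-fold (against background) and Coro1a 3.67-fold higher in MEL and the receptors Csf2rb and Fcgr2b 6.83-fold and 4.09-fold higher in ES-EP.

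The remaining marker lists lay mostly near background. Of 14 B cell markers 1 was called higher and 8 lower in MEL, and 5 were above the olfactory level, and Btk was 2.90-fold higher in MEL (list adjusted p = 0.498). Igll1, Cd22 and Cd79b gave -0.67, -0.51 and -0.43. Of 15 T and NK cell markers 2 were called higher and 7 lower, and 6 were above that level (adjusted p = 0.498), with values of -1.03 for Nkg7, -0.93 for Klrd1, -0.46 for Cd8a and -0.44 for Zap70. Of 15 fibroblast and stromal markers 3 were called higher and 10 lower, and 6 were above it (adjusted p = 0.663), and Pdgfrb, Timp1, Tagln and Lum gave 0.63, 0.60, -0.54 and -0.41. Of 12 endothelial markers 1 was called higher and 6 lower, and 6 were above it (adjusted p = 0.811), Tek being 3.66-fold higher in MEL (against background), and Ramp2, Robo4 and Pecam1 giving -0.58, -0.56 and -0.43. Medians of these 4 lists were -0.26, -0.23, -0.26 and -0.24, close to that of olfactory receptor genes.

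In all, 10 of 36 lists with at least 5 measured members were called with camera's preset correlation of 0.01, 4 higher and 6 lower in MEL. With an estimated correlation none was called and none had an unadjusted p under the threshold, and fry called 24. The estimated form also missed both moved lists of the simulation. Its adjusted p of 0.825 beside the called lists therefore cannot decide whether they shifted. Counts adjusted over the list alone equalled those over all genes except in glycolysis (14 higher), cholesterol synthesis (19 lower), p53 targets (15 lower), apoptosis (3 lower), iron (2 higher), oxidative phosphorylation (6 lower), amino acid and unfolded protein response (8 higher) and myeloid markers (9 higher and 12 lower). Camera compared each list with genes whose median was -0.15, and in several uncalled lists its direction differed from the sign of the median. These were the receptors of the ES-EP medium (median -0.04), Jak/Stat (-0.08), ribosome biogenesis (-0.02), oxidative phosphorylation (-0.08), amino acid and unfolded protein response (-0.23), interferon (-0.13), MHC class I (-0.00), stem and early progenitor (-0.23) and myeloid genes (-0.04). Rescaling turned the sign of some of these medians, and no direction is given for those lists. The amino acid and unfolded protein response list and the stem and early progenitor list had medians below -0.15, yet camera's direction was up. The median of the other genes does not account for this, and the means of these lists were -0.01 and 0.06. The receptor and Jak/Stat lists, where camera's direction was also up, had lower means of -0.68 and -0.29. Means of the remaining lists named here ran from -0.06 for ribosome biogenesis to 0.57 for MHC class I.

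Without regard to lists, the 12 largest differences in each direction ran from 34.3-fold to 137-fold in MEL and from 46.1-fold to 137-fold in ES-EP, after 1 clone name was skipped in MEL and 0 in ES-EP. In the other cell type 12 of the 12 and 11 of the 12 lay at or below the olfactory level, so these folds and their order rest on background. Higher in MEL were Abcb1a, Myrfl, Gstm5, Adgrg7, Tceal8, the peptidase Dpp4, Gucy2f, Trap1a, Cd48, the potassium channel Kcnma1, Rnf17 and the channel Aqp9. Kcnma1 was 35.5-fold higher in MEL by its brighter probe set, while its dim second probe set gave -0.52. Higher in ES-EP were Ms4a2, the growth factor receptor adaptor Grb10, A26c3, Nebl, Fastkd2, Prps2, Gda, Kit, the lipase Lpl, the lysyl hydroxylase Plod2, Rgs13 and the kinase Rps6ka6. Nebl ranked here by its brighter probe set (-6.09), while its second probe set, with a mean signal of 6.13, gave a smaller difference of -2.38.

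Genes of some chromosomes shifted together, in a comparison chosen after the data were examined. Over 12617 genes above the olfactory level, placed by the GRCm38.p6 gene table, the median was -0.10. It was -0.28 on chromosome 8, 0.21 on chromosome 3 and 0.23 on chromosome X, each outside the range of 95% of random gene sets of that size. In all 7 of 20 chromosomes lay outside it, the others by less, with medians of -0.15 on chromosome 2, -0.17 on 12, -0.19 on 14 and 0.01 on 15. Of 317 blocks of about 40 neighboring genes, 71 lay outside that range, 40 higher and 31 lower in MEL, against at most 30 when gene order was shuffled 1000 times. Blocks close to the bounds depend on the random draws. Block medians reached 0.91 on chromosome 3, in the block that holds Phgdh, and 0.62 at the end of chromosome 12, which holds Akt1. Gata1 lay in a higher block on X (median 0.18), Hk2 and Add2 in higher blocks on chromosome 6 (0.41 and 0.46), and Klf1 and Cdt1 in lower blocks on chromosome 8 (-0.28 and -0.43). Of 35 called named genes in blocks outside the range, 28 differed in the direction of their block and 7 in the opposite one. Of the latter, Alas2 (-3.12), Prps2 (-5.86), Rps6ka6 (-5.53), Tsc22d3 (-1.88), Fastkd2 (-5.92) and Cd8a (-0.46) lay in higher blocks and Pf4 (4.96) in a lower one. Over all placed genes 12.6% lay in higher and 9.91% in lower blocks. For a selection of lists the numbers were 2 and 8 of 28 for DNA replication, 7 and 0 of 25 for ERK/MAPK. They were 6 and 4 of 20 for cholesterol synthesis, 3 and 1 of 17 for glycolysis and 4 and 0 of 17 for red cell membrane genes. Apoptosis had 7 and 0 of 18, ribosome biogenesis 8 and 0 of 22 and erythroid transcription factors 2 and 6 of 19. G1 regulators had 2 and 4 of 22 and MHC class I genes 0 and 3 of 11. Among the other called lists, heme synthesis had 1 and 1 of 12, ETS factors 2 and 0 of 17 and glucocorticoid-induced genes 3 and 3 of 17. Megakaryocyte markers had 1 and 1 of 11, mast cell markers 0 and 2 of 7 and the fetal programme 0 and 0 of 7. DNA replication, ERK/MAPK and the uncalled erythroid factor list had more members in blocks of their own direction than in opposite ones. Red cell membrane and cholesterol synthesis genes did not, and ribosome biogenesis had a median of -0.02. Lists therefore did not always move with their blocks, and a link between the 2 was not tested.

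**Figure D4:**
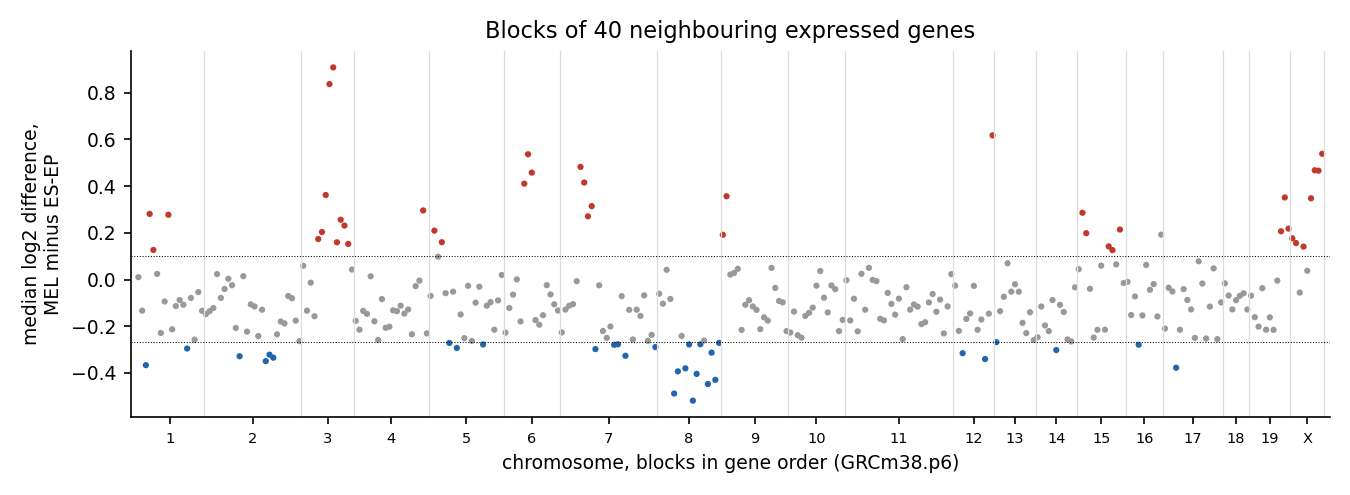
Median log2 difference (MEL minus ES-EP, y) of blocks of 40 neighboring genes above the olfactory level, in gene order along each chromosome (x, GRCm38.p6). Dotted lines bound 95% of random sets of 40 genes, and blocks outside their range are red (higher in MEL) or blue (lower). Chromosome 8 holds 11 of the 31 low blocks, and chromosome 3 the block at 0.91.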

Values the study reported

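The study counted 758 genes with PU.1 bound nearby whose expression differed at least 2-fold between ES-EP and MEL cells, of which 440 were higher in ES-EP and 318 in MEL. Those counts cover genes occupied by PU.1, another population than all genes on the array.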

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

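Cyclic loess and the olfactory level were chosen after seeing the data. Of 2195 values of named genes under 13 alternatives, 2176 kept their direction and their side of the threshold, 14 lost the call and 5 uncalled values changed sign, and no call changed direction. Calls were lost there for Elf1, Xist, Pecam1, Cd8a and Zap70. Outside these 13, eBayes with a trend, also robust, ended no call of a named gene. The test against a 1.2-fold difference ended 10 of 171, those of the same 5 genes and of Cdk6, Nr3c1, Fbl, Cd79b and Lum, and Holm's adjustment 41, of which Nkg7 (-1.03) had differed 2-fold. For 507 values of lists these numbers were 453, 8 and 32, and 14 gained a call. Genes called fell to 7117 at or above the median mean signal (fewer genes tested), 2837 under Holm's adjustment and 6391 under a test against a 1.2-fold difference. Over all probe sets 3135 were called at 2-fold and 3173 were 2-fold on the means (more probe sets tested). Camera called 0 lists with an estimated correlation (0 also at an unadjusted p under 0.05) and fry 24. The estimated form cannot decide here, since it also missed both moved lists of the simulation. The correlation of group means was 0.941 with quantile normalization, 0.812 at or above the median signal, 0.898 at or above the 25th percentile, 0.940 with the mean of a gene's probe sets, 0.954 over all probe sets and 0.867 above the olfactory level. Filters narrow the range of signals, and the cause of the other shifts was not tested.

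Without each replicate in turn, where the lone array is assumed to vary like the other group, genes called ranged from 9889 to 11427, both 2-fold counts from 2006 to 2027 and the correlation from 0.9396 to 0.9399, and lists called stayed at 10. ERK/MAPK lost its call under all 3 rescalings, the median filter (adjusted p = 0.0508) and rank-based camera (0.11), which called late red cell genes instead (0.0227; 3 lists higher and 7 lower), and megakaryocyte markers above the olfactory level. Mast cell markers had fewer than 5 members under the median filter. Calls were gained by iron genes (0.0404), p53 targets (0.0404) and red cell membrane genes (0.0265) with cyclic loess, pluripotency genes (0.0409) under the 25th percentile filter, apoptosis regulators (0.0089) over all probe sets, and late red cell genes under all 3 rescalings, the median filter (0.0287) and all probe sets (0.0188). Letters A and B recur in both groups, but deviations of arrays sharing a letter correlated at -0.04, so they were not taken as pairs. A replicate block gave 12709 genes, 1993 at 2-fold and 12 lists, without ERK/MAPK (0.0517) and DNA replication (0.104) and with imprinted genes (5.1e-05), regulators named by the study (0.0192), red cell membrane (0.0244) and MHC class I genes (0.0244), and ended the call of Elf1 (0.0523). Weak signals limit what can be read, since 7283 genes lay at or below the olfactory level.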

Other observations

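Genes of the sex chromosomes also set the lines apart. Of 4 measured sex-linked genes, 3 were higher and 1 lower in MEL, too few for a list test. The Y-linked demethylase Kdm5d stood at 7.01 ± 0.05 in MEL and at 3.87 ± 0.13 in ES-EP (log2 mean ± SD, n = 2), which is near the median of olfactory receptor genes. The Y-linked genes Uty and Eif2s3y were well above that level in both, 1.64-fold and 1.45-fold higher in MEL. Xist, the RNA of the inactive X, was low in both (3.91 ± 0.20 and 4.30 ± 0.04), and its call ended under each rescaling (adjusted p = 0.137 with quantile normalization), over all probe sets (0.0512) and without MEL replicate B (0.0847), in a range of 0.0060 to 0.137 over the unblocked alternatives with this test and adjustment, and also under Holm's adjustment (1) and a test against a 1.2-fold difference (0.282).

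In the 3 paragraphs that follow, the tests of genes above the olfactory level, of mast cell transcripts and of blocks were chosen only after the result was seen. More genes were called lower (8622) than higher (4096) in MEL. Olfactory receptor genes had a median of -0.20, and this test, set beforehand, is consistent with an offset of weak signals left by the normalization. Lower expression of many expressed genes cannot be told apart from it, since 58.7% of called genes above the olfactory level were lower, between the bounds set for that test.

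Mast cell genes were higher in ES-EP, with Ms4a2 at 11.1, Hdc at 9.28 and the protease Mcpt1 at 7.76 on the log2 scale. Of 6 transcripts abundant in mast cells, 1 (Tpsb2, 5.74 ± 0.03) lay above the olfactory level in ES-EP. Cpa3, Tpsab1, Cma1, Mcpt4 and Fcer1a lay below it in both cell types, with differences of -0.26, -0.79, -0.86, -0.89 and -0.10. The 6 left out Mcpt1, and of all 15 genes of the list 6 lay above that level in ES-EP. Signals of different probe sets are not on 1 scale, and no mast cells were measured to show what a share of them would bring. Mast cells mixed into the ES-EP cultures therefore cannot be told apart from transcription of single mast cell genes by the progenitors, which was not tested.

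Genes of chromosome 8 were lower and those of chromosomes 3 and X higher in MEL, also with quantile normalization and cyclic loess, relative to all placed genes. Strongly changed genes alone were not the source, as all 3 chromosomes stayed outside the permuted range without 2-fold genes (medians of -0.26, 0.09 and 0.15, which this filter on the change itself pulls towards that of all genes), nor was a trend with signal level, as all 3 stayed outside it against genes of the same expression decile. There the chromosome 8 median was -0.18, between the bounds set beforehand (above -0.1 or below -0.2), which had not allowed for the median of -0.10 over all placed genes, so this verdict was reached after the value was seen and rests on the permuted range. Whole chromosomes gained or lost would shift all 9 segments (each chromosome in 3 equal parts by gene order), and 6 shifted, although the first segments of chromosomes 3 and X lay only just inside the range. A candidate explanation is gain or loss of parts of chromosomes in 1 of the lines. In 31 higher blocks picked by their odd-numbered genes, 193 even-numbered genes of the top 3 expression deciles lay 0.41 above all placed genes. The test was read from these higher blocks alone. In 18 lower blocks 102 such genes gave a smaller shift of -0.16. No separate verdict was reached for lower blocks, such as those of chromosome 8. Neighboring genes regulated together would give the same and DNA was not measured.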
